A study of Mus musculus with 4 samples.

How the data were processed

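RNA from follicular helper T (Tfh) cells, the CD4 T cells that help B cells in germinal centres, was profiled by RNA sequencing in 13-week-old mice of the C57BL/6 strain. The cells came from lymph nodes and spleens. There were 2 libraries from wild-type (WT) mice and 2 from mice lacking Apoe, the gene of apolipoprotein E, whose loss raises plasma cholesterol and makes mice prone to atherosclerosis. Per the labels' protocols, total RNA was extracted with a mirVana kit and its integrity was checked before Illumina library preparation. The labels do not say how Tfh cells were sorted, nor whether the replicates are separate animals or pools. The p-values therefore measure only the spread between these libraries, which may be technical.

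The deposited table holds FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of each library) per gene symbol and library, as the authors computed it. The submitters' processing notes name CASAVA 1.8.2, TopHat2 2.0.13, Cuffdiff 2.2.0 and the genome build mm10, with no order or settings. The gene annotation, any strand setting and any filter are not given in the sources used here. FPKM values are already scaled for gene length and library size, so a model for counts was not used. The table lists 23997 genes, of which 16584 were above 0 in at least 1 library. In 2 rows, those of Bcl6 and Cxcr5, a space stands where the tab between WT replicate 2 and Apoe-/- replicate 1 belongs, and these rows were read by splitting on white space. All 4 per-sample columns were used. Of the gene symbols, 22500 are current RefSeq symbols, 1360 are older ones and 137 had no match. Gene positions were looked up by symbol in the RefSeq annotation of GRCm38, the assembly also called mm10; 99.6% of the tested genes had one.

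Read depth is unknown. FPKM totals over all genes were 522371 and 527056 in the WT libraries and 533866 and 551290 in the Apoe-/- libraries, and 11088, 11084, 11181 and 11251 genes in turn reached an FPKM of 1. Low values, from 0.001 to 0.15 FPKM, were compared between pairs of libraries. Both libraries numbered 1 shared a single ratio, 0.824, in 166 of 1028 genes low in both (16.1%, counted within 0.04 on the log2 scale). Those numbered 2 shared a ratio of 1.14 in 129 of 1084 genes (11.9%), whereas the most common ratio of the other 4 pairs held 2.74% to 3.65% of genes. Whole reads could not be recovered from these steps. Libraries of equal number thus appear to have been quantified in the same way, and differences within each number are given beside the pooled log2 differences that carry an error and beside the medians of lists that passed. For other genes only the pooled values are given. The labels do not tie equal numbers to a shared animal or day, so the numbers were not used as a block.

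Values were analysed as log2(FPKM + 1) for the 11187 genes with a mean FPKM of 1 or more over the 4 libraries. The Apoe-/- group was compared with the WT group by limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend, two-sided), with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Differences are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM, whereas fold values are ratios of mean FPKM. A permutation test of 2 libraries against 2 cannot go below p = 0.333, so none was run gene by gene. The procedure was tested on simulated data for this comparison over 11094 genes. It recovered 69% of 100 genes changed by 1 on the log2 scale and 97% of 100 genes changed by 2, and 12 of its 178 calls (6.74%) were false. These rates describe the simulated data, and whether they hold for the real libraries was not tested.

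Before the data were examined, 32 gene lists were fixed. They cover the Tfh, Th1, Th2, Th17 and regulatory T cell programs, IL-27 and IL-10 related genes, coinhibitory receptors, both interferon responses, NF-kB and Toll-like receptor signaling, naive or resting T cells, immediate early activation, chemokine receptors, proliferation, cholesterol biosynthesis, LXR targets, fatty acid synthesis and oxidation, glycolysis, oxidative phosphorylation, heat shock, ribosomal proteins and mitochondrially encoded genes. The other lists hold markers of B, plasma, CD8 T and NK cells, macrophages and monocytes, neutrophils, dendritic cells, erythroid cells, platelets and stroma. Of 515 list symbols, 512 were found, 3 of them under older names (Folr4, Igj and Emr1). No row was found for Ighm, Ighd and Ly6g or for mitochondrially encoded genes, so these could not be analysed. The 27 lists with 5 or more tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. The estimated correlation rests on 2 residual degrees of freedom. A list that did not pass with it is therefore not shown to be unshifted. Lists share members: 10 of the 17 IL-27 and IL-10 related genes and 8 of the 10 coinhibitory receptors, for instance, stand on another list too.

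The rule for named genes was also fixed before the data were examined. It takes up to 12 genes in each direction with the largest difference among those past the threshold whose groups do not overlap, up to 4 members of each list with the smallest p, and a fixed panel of Tfh, Th1 and lipid genes. Predicted genes, small RNA genes and antigen receptor segments were left out of the naming but kept in the counts. Other genes are said to have been chosen after their values were seen. The values of some genes the rule takes are not reported here. The alternatives were 2 other pseudocounts, other FPKM filters, 3 rescalings of the libraries, eBayes without a trend or in its robust form, the replicate number as a block, and each library left out in turn. Alternatives without small RNA genes, without genes near Apoe and without the called members of each list were added after seeing the data. Tables were prepared with Python 3.11.15 and pandas 2.3.3.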

Results

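Transcriptomes of Tfh cells were compared between WT and Apoe-/- mice, with 2 libraries per genotype. The comparison addresses how gene expression in Tfh cells differs in atherosclerosis-prone mice. Libraries of one genotype were closer to each other than to those of the other: Pearson correlations over the tested genes were 0.981 within WT, 0.984 within Apoe-/- and 0.966 to 0.975 between the genotypes. These correlations are across genes, which are not independent replicates. Values are mean FPKM ± SD with n = 2 per group, and p-values are limma's after Benjamini-Hochberg adjustment unless stated otherwise.

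Apoe itself, at 19696244 to 19701310 on chromosome 7 (GRCm38), was measured at 136 ± 12.1 FPKM in WT and 5.15 ± 0.0865 FPKM in Apoe-/- cells. Its mean was thus 26.5-fold lower in the libraries labelled Apoe-/- (log2 difference -4.48 ± 0.11 SE, adjusted p = 0.000315), and the difference was -4.58 within replicate number 1 and -4.37 within number 2.

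In Apoe-/- Tfh cells, the sterol synthesis genes Cyp51 and Sqle fell and the cholesterol exporter Abca1 rose. Among settings that kept all libraries, the Sqle call ended in 3 and that of Cyp51 in 1. Of 18 tested Th1 program genes 5 rose, among them Cxcr3, Ccl5 and Il18rap, while Tbx21 did not pass. The gene of Il4, a cytokine of both Tfh and Th2 cells, fell. The Cxcr3 call ended in 5 settings that kept all libraries. Markers of CD8 T and NK cells, which also make Ccl5, were shifted up as a list by camera (median 0.47). That list did not pass with an estimated correlation (adjusted p = 0.338) or by fry (adjusted p = 0.0717). The activation-induced nuclear receptors Nr4a1, Nr4a2 and Nr4a3 and the chaperone Hsph1 also fell, although the Nr4a1 call ended in 7 settings that kept all libraries. The neutrophil genes S100a8 and S100a9 rose and the B cell genes Cd22 and Fcer2a fell. Of other genes typical of Tfh cells, Cxcr5, Bcl6, Icos and Il21 did not pass the test, which does not show that they were equal. In an alternative with the replicate number as a block, which the labels do not give, Cxcr5 and Bcl6 passed while Icos and Il21 did not.

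Of 11187 genes tested, 106 were higher and 99 lower in Apoe-/- cells at the adjusted threshold, and 59 of the higher and 61 of the lower genes differed by 1 or more on the log2 scale. At an unadjusted p under 0.05 the counts were 1296 and 925. Within replicate number 1 the median difference was 1.06 for the genes called higher and -1.08 for those called lower. Within number 2 these were 1.08 and -1.11. The groups did not overlap for 50.4% of tested genes, where chance gives 33.3%. The counts depended on single libraries: they were 65 higher and 61 lower without WT replicate 1, 54 and 67 without WT replicate 2, 257 and 164 without Apoe-/- replicate 1, and 317 and 301 without Apoe-/- replicate 2, each time with the lone library assumed to vary like the other group. The replicate number was not used as a block. As a block, which the labels do not give, it led to 1908 genes higher and 1776 lower. The main test counts any shift shared by libraries of equal number as error, so a gene that did not pass may still differ.

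**Figure D1:**
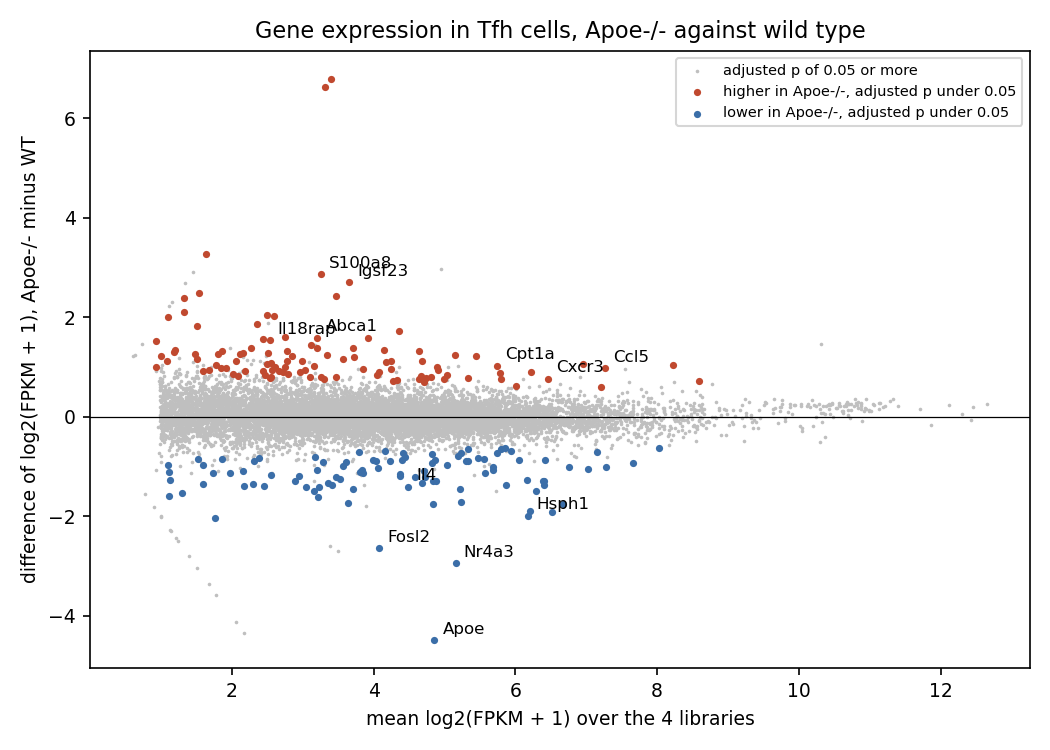
Difference of log2(FPKM + 1) between Apoe-/- and WT cells for each of the 11187 tested genes, plotted against its mean log2(FPKM + 1) over the 4 libraries. Red points are the 106 genes called higher and blue points the 99 called lower; Apoe is the lowest point, at -4.48.

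Of the 12 named genes with the largest rise, S100a8 and S100a9, whose products form calprotectin in neutrophils and monocytes, went from 2.53 ± 0.338 to 25.1 ± 6.06 FPKM (log2 difference 2.87 ± 0.19 SE, adjusted p = 0.00832, 2.53 and 3.21 within numbers 1 and 2) and from 3.81 ± 1.06 to 24.8 ± 4.52 FPKM (2.43 ± 0.20, adjusted p = 0.0142, 2.02 and 2.84 within numbers 1 and 2). Both lie on chromosome 3, at 90669071 to 90670034 and 90692630 to 90695721. Chil3, a chitinase-like protein of macrophages and neutrophils, Retnlg, a resistin-like protein of neutrophils, the chemokine Ccl6 and Vsig4, a complement receptor of tissue macrophages, rose by 2.40, 2.11, 1.87 and 2.01 on the log2 scale. Ifitm6 and Ifitm1, of the interferon-induced transmembrane family, rose by 2.05 and 1.83. The other 4 lie on chromosome 7 within 10 Mb of Apoe. They are Igsf23 (3.96 ± 0.333 to 31.4 ± 4.20 FPKM), Irgc1 (0.229 ± 0.103 to 5.92 ± 1.23 FPKM), Fbxo17 (2.0 ± 0.0969 to 11.2 ± 1.22 FPKM) and the apolipoprotein gene Apoc1 (10.4 ± 2.42 to 36.5 ± 2.46 FPKM). Apoc1, at 19689480 to 19692659, ends 0.00359 Mb from Apoe. With no FPKM filter, Ifitm6, Vsig4 and Apoc1 had adjusted p = 0.0672, 0.0945 and 0.0584, the highest over all settings for each.

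The named genes with the largest fall after Apoe were Nr4a3, a nuclear receptor induced by T cell receptor signaling, and Fosl2, a subunit of the transcription factor AP-1. Nr4a3 (chromosome 4, 48045078 to 48086447) fell from 98.1 ± 9.48 to 11.9 ± 0.0986 FPKM, 8.26-fold (log2 difference -2.94 ± 0.11 SE, adjusted p = 0.00211, -3.03 and -2.85 within numbers 1 and 2). Fosl2 fell from 41.0 ± 1.30 to 5.78 ± 0.495 FPKM (-2.63 ± 0.11, adjusted p = 0.00243, -2.59 and -2.68 within numbers 1 and 2). Slc1a5, a glutamine transporter gene that lies 2.90 Mb from Apoe, fell from 141 ± 15.3 to 37.3 ± 3.10 FPKM, and Crem, a modulator of cAMP-responsive transcription, from 21.8 ± 2.98 to 5.85 ± 1.01 FPKM. Rab4a, an endosomal GTPase, Ifrd1, Coq10b, the ESCRT-I component Vps37b, Rgcc and the exchange factor Rasgef1b also fell, with log2 differences of -2.03, -1.90, -1.75, -1.75, -1.71 and -1.61. With no FPKM filter, Ifrd1, Coq10b and Crem had adjusted p = 0.0584, 0.0767 and 0.0546, the highest over all settings for each.

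Cholesterol biosynthesis genes were shifted down (median -0.33, camera adjusted p = 8.76e-07, medians of -0.34 and -0.33 within numbers 1 and 2). With an estimated correlation the list had adjusted p = 0.241. Of 23 tested members of the cholesterol biosynthesis list, 4 fell and 19 did not pass. Adjusted over the list alone, 9 fell. Cyp51, which acts on lanosterol, fell from 14.4 ± 2.86 to 4.78 ± 0.667 FPKM (log2 difference -1.40 ± 0.17 SE, adjusted p = 0.0325, -1.33 and -1.48 within numbers 1 and 2), Insig1, a regulator of sterol sensing, from 44.9 ± 0.822 to 22.5 ± 1.04 FPKM, and Sqle, an early enzyme of sterol synthesis, from 3.94 ± 0.637 to 1.28 ± 0.317 FPKM. Abca1, which exports cholesterol from the cell, rose from 4.33 ± 0.280 to 15.1 ± 0.755 FPKM (1.59 ± 0.12 SE, adjusted p = 0.0107, 1.6 and 1.59 within numbers 1 and 2). Macrophage and monocyte markers, from cells that also make Abca1, had a median difference of 0.27 in the same libraries, dendritic cell markers 0.43 and B cell markers -0.71. Abca1 was the only member of the 9 tested LXR targets to pass. Abcg1 was at 28.1 and 39.0 FPKM (adjusted p = 0.108), 2 members passed adjusted over the list alone, and the list as a whole did not (median 0.15, with -0.01 within replicate number 1 and 0.25 within number 2; camera adjusted p = 0.175). With a mean FPKM of 5 or more it did (adjusted p = 0.0308; range over all settings 0.0308 to 0.568). Insig1 had adjusted p = 0.0545 without WT replicate 1 and 0.0663 without WT replicate 2, over a range of 0.00122 to 0.0663 in all settings. Sqle had 0.112 without WT replicate 2 (range 0.000925 to 0.112), and its call ended in 3 settings that kept all libraries. Cyp51 had 0.0858 with no FPKM filter (range 0.000203 to 0.0858).

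Fatty acid oxidation genes were shifted up (median 0.27, camera adjusted p = 0.00419) and glycolysis genes down (median -0.21, camera adjusted p = 0.000293). With an estimated correlation these lists had adjusted p = 0.403 and 0.254. Their medians were 0.18 and -0.23 within number 1 and 0.36 and -0.17 within number 2. With 1 library left out they ranged from 0.17 to 0.32 for fatty acid oxidation and from -0.21 to -0.15 for glycolysis. With all 4 libraries B cell, macrophage and dendritic cell markers had medians of -0.71, 0.27 and 0.43. Cpt1a, which brings long-chain fatty acids into mitochondria, rose from 36.4 ± 0.0561 to 75.4 ± 0.615 FPKM (log2 difference 1.03 ± 0.09 SE, adjusted p = 0.0148, 1.02 and 1.04 within numbers 1 and 2). Slc25a20, the carnitine carrier, rose from 19.4 ± 0.632 to 34.4 ± 3.73 FPKM (adjusted p = 0.0474). These were 2 of 14 tested members, against 5 adjusted over the list alone. Without these 2 the fatty acid oxidation list had adjusted p = 0.0795 (range over all settings 0.000814 to 0.403). Of 18 glycolysis genes, Hk2, a hexokinase, fell from 2.85 ± 0.186 to 1.13 ± 0.0618 FPKM (adjusted p = 0.0494), and 4 fell adjusted over the list alone. The glucose transporter Slc2a1 was at 26.1 and 16.8 FPKM (adjusted p = 0.0689). Fatty acid synthesis (0 of 10 passing, median -0.03, camera adjusted p = 0.638) and oxidative phosphorylation (0 of 20, median -0.07, camera adjusted p = 0.106) did not pass as lists, and neither had a member passing adjusted over the list alone. With 1 library left out the medians ranged from -0.081 to -0.0052 for fatty acid synthesis and from -0.134 to -0.013 for oxidative phosphorylation. The oxidative phosphorylation list did pass with libraries rescaled to one FPKM total (adjusted p = 0.0495; range over all settings 0.035 to 0.539). Slc25a20 had adjusted p = 0.138 without WT replicate 1 and 0.130 without WT replicate 2 (range over all settings 0.00239 to 0.138), and Hk2 had 0.0835 and 0.160 (range 0.00819 to 0.160). With all libraries kept, the Slc25a20 call ended in 4 further settings and that of Hk2 in 3.

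Genes of the Th1 program were shifted up (median 0.50, camera adjusted p = 0.000107, medians of 0.39 and 0.50 within numbers 1 and 2). The list had adjusted p = 0.241 with an estimated correlation. Without its called members it had a median of 0.14 and adjusted p = 0.113. Its median ranged from 0.14 to 0.58 over all settings. Cxcr3, the chemokine receptor of Th1 cells, went from 66.3 ± 4.12 to 114 ± 10.8 FPKM (log2 difference 0.77 ± 0.11 SE, adjusted p = 0.0442; 0.80 within replicate number 1 and 0.74 within number 2). Ccl5 rose from 108 ± 2.54 to 215 ± 9.52 FPKM, Nkg7, a cytotoxic granule protein, from 22.2 ± 2.66 to 53.7 ± 1.30 FPKM and Il18rap, a subunit of the interleukin-18 receptor, from 2.39 ± 0.133 to 8.93 ± 1.3 FPKM. The fifth member to rise was Il18r1, the other subunit (7.80 to 19.3 FPKM), named after its values were seen. Thus 5 of 18 tested members rose, or 8 adjusted over the list alone. Ifng was at 88.2 ± 6.28 and 132 ± 7.66 FPKM (adjusted p = 0.0693), and Tbx21, which encodes T-bet, at 12.4 ± 1.03 and 13.0 ± 1.18 FPKM (adjusted p = 0.811). With the replicate number as a block, which the labels do not give, Ifng passed (adjusted p = 0.00144) and Tbx21 did not. Ccl5 and Nkg7 are also made by NK and CD8 T cells, whose marker list was shifted up in the same libraries (median 0.47 over 7 tested members, 0.48 and 0.47 within numbers 1 and 2, camera adjusted p = 0.0107, adjusted p = 0.338 with an estimated correlation). B cell, macrophage and dendritic cell markers had medians of -0.71, 0.27 and 0.43 there. None of the 7 NK and CD8 T cell markers passed over all genes and 4 did adjusted over the list alone. Their list median ranged from 0.22 to 0.54 over all settings, and by fry the list had adjusted p = 0.0717. Klrk1 was at 1.09 and 2.93 FPKM (adjusted p = 0.0895) and Cd8b1 at 5.65 and 8.24 FPKM (adjusted p = 0.108). The Cxcr3 call ended in 7 of 16 settings, without WT replicate 1 (adjusted p = 0.0807), without WT replicate 2 (0.152) and in 5 that kept all libraries (0.0541 to 0.0858), over a range of 0.00111 to 0.152. Klrk1 passed without Apoe-/- replicate 1 (0.00477) or 2 (0.0394; range 0.00477 to 0.185), and Il18rap had 0.0560 with no FPKM filter (range 3.90e-05 to 0.0560).

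Il4, a cytokine of Tfh and Th2 cells, fell from 35.7 ± 4.57 to 12.8 ± 0.381 FPKM (log2 difference -1.40 ± 0.13 SE, adjusted p = 0.0148, -1.30 and -1.50 within numbers 1 and 2). It was the 1 of 6 tested Th2 genes to pass over all genes, against 3 adjusted over the list alone. The chemokine receptors Ccr4 and Ccr8 were at 16.4 and 11.3 FPKM (adjusted p = 0.0938) and at 24.6 and 18.6 FPKM (adjusted p = 0.149). The Th2 list had a median of -0.32 (camera adjusted p = 0.00217, medians of -0.38 and -0.30 within numbers 1 and 2) and adjusted p = 0.254 with an estimated correlation. B cell markers had a median of -0.71 in the same libraries.

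The Tfh program did not pass as a list: Il4 was the only one of 25 members to pass, 2 members were higher and 3 lower adjusted over the list alone, and camera gave adjusted p = 0.707. Its median was 0.01 while its mean was -0.05 and its test pointed down. Cxcr5, the receptor that brings Tfh cells into follicles, was at 169 ± 9.81 FPKM in WT and 213 ± 13.3 FPKM in Apoe-/- cells (log2 difference 0.33 ± 0.10 SE, adjusted p = 0.153, 0.34 and 0.33 within numbers 1 and 2), and Bcl6, the lineage-defining repressor, at 95.3 ± 1.65 and 112 ± 5.76 FPKM (0.23 ± 0.09, adjusted p = 0.250, 0.30 and 0.16 within numbers 1 and 2). Pdcd1, which encodes PD-1, was at 271 ± 16.3 and 191 ± 16.8 FPKM (-0.50 ± 0.10, adjusted p = 0.0887, -0.48 and -0.53 within numbers 1 and 2), Slamf6 at 160 and 227 FPKM (adjusted p = 0.115) and Pou2af1 at 82.5 and 61.3 FPKM (adjusted p = 0.115). Icos (129 and 133 FPKM), Il21 (77.3 and 77.9), Il27ra (105 and 105), Foxp3 (39.5 and 40.1) and Tlr4 (1.61 and 1.67) gave log2 differences of 0.04, 0.01, 0.00, 0.02 and 0.03, whose sign turned when libraries were rescaled to one FPKM total. The T cell genes Cd4 (367 and 407 FPKM, adjusted p = 0.351) and Cd3e (290 and 302 FPKM, adjusted p = 0.766) did not pass. In the alternative with the replicate number as a block, Cxcr5, Bcl6, Pdcd1, Slamf6, Pou2af1 and Cd4 passed (adjusted p = 0.00164 to 0.0210). The labels do not pair the libraries.

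**Figure D2:**
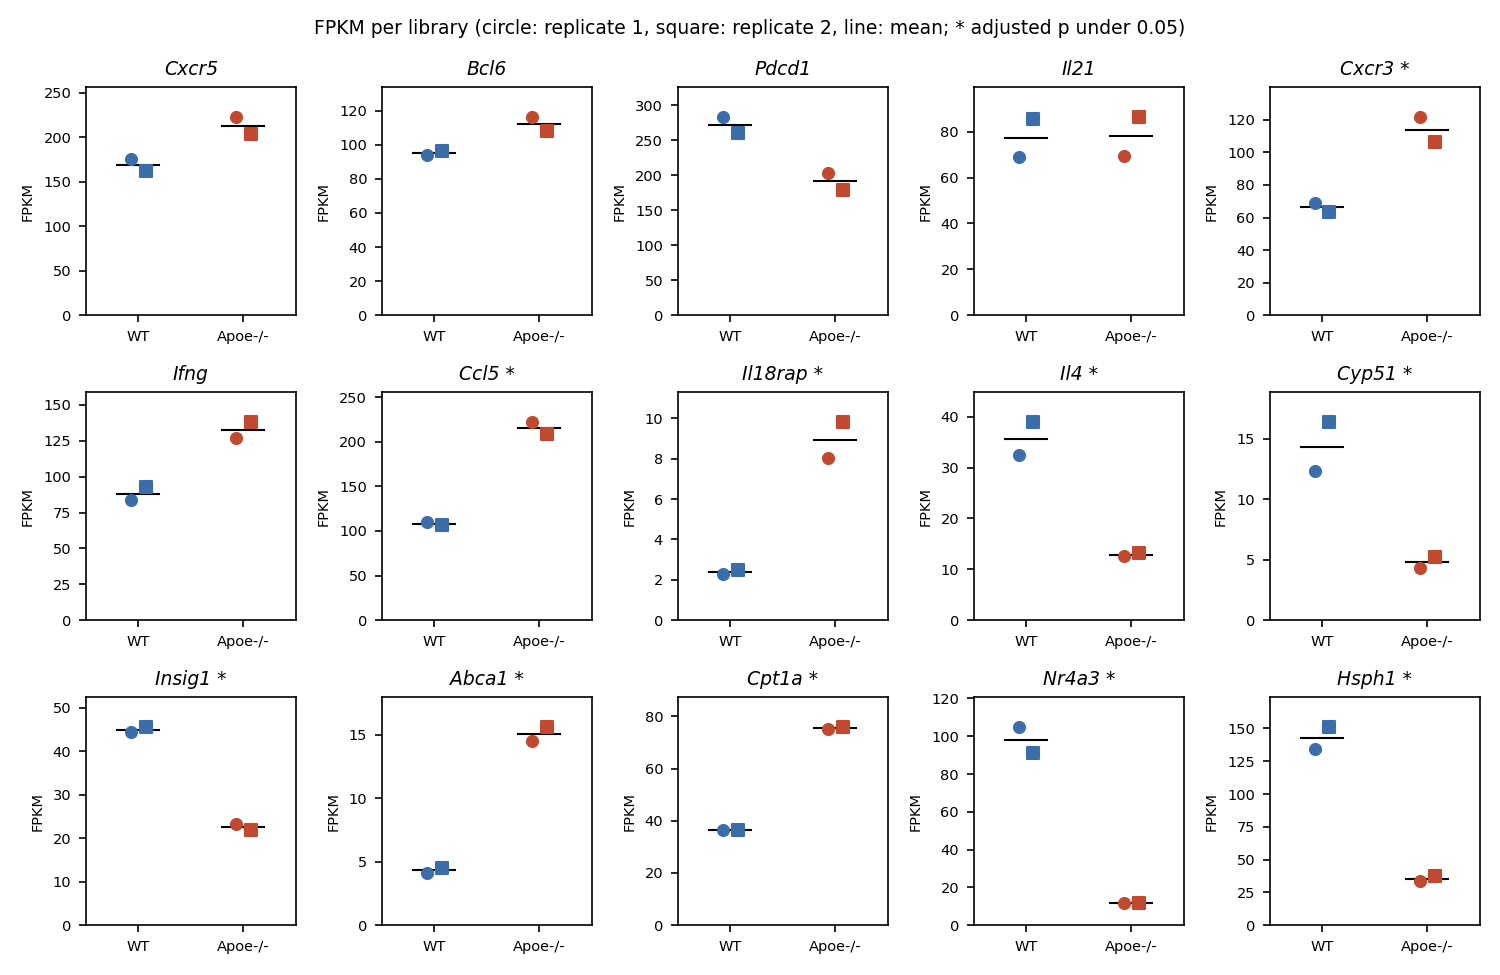
FPKM of 15 genes described in the text in each library, WT in blue and Apoe-/- in red; circles are replicate 1, squares replicate 2 and lines group means, and an asterisk marks an adjusted p under 0.05. Abca1, for example, has means of 4.33 FPKM in WT and 15.1 FPKM in Apoe-/- cells, and Il4 of 35.7 and 12.8 FPKM.

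Other T cell lists did not pass as lists. Of the regulatory T cell program, 0 of 15 members passed (median 0.01, camera adjusted p = 0.823). Il10 was at 22.8 and 33.2 FPKM (adjusted p = 0.129) and Lrrc32 at 13.1 and 7.89 FPKM (adjusted p = 0.0713). The Th17 list had 0 of 7 passing (median 0.25, camera adjusted p = 0.431), with Tmem176b at 8.61 and 15.5 FPKM (adjusted p = 0.0506). Of 15 IL-27 and IL-10 related genes, Nfil3, a transcription factor, fell from 76.9 ± 0.598 to 47.2 ± 2.31 FPKM (adjusted p = 0.0412). The list had a median of 0.19 (camera adjusted p = 0.483), and of 0.044 to 0.186 with 1 library left out. Among 10 coinhibitory receptors none passed (median 0.15, camera adjusted p = 0.220), with Lag3 at 90.5 ± 11.5 and 158 ± 20.6 FPKM (adjusted p = 0.0697). The median of the coinhibitory list ranged from 0.063 to 0.256 with 1 library left out. Of 15 genes of naive or resting T cells, the phosphatase Dusp10 fell from 69.4 ± 0.662 to 31.4 ± 0.915 FPKM (adjusted p = 0.0142) and Ccr7, the receptor for T zone chemokines, from 62.7 ± 5.59 to 34.3 ± 3.39 FPKM (adjusted p = 0.0442), while Klf2 was at 152 and 249 FPKM (adjusted p = 0.0809). The list had a median of -0.07 (camera adjusted p = 0.418). In the list of 18 chemokine receptors and trafficking genes, Cxcr3 rose and Ccr7 fell (median 0.21, camera adjusted p = 0.555). Cxcr4 was at 272 and 189 FPKM (adjusted p = 0.0502). It passed in 4 of 16 settings, all of which kept every library, for example rescaled to one FPKM total (0.0417) or without small RNA genes (0.0418; range over all settings 0.00148 to 0.218). Adjusted over the list alone, the regulatory T cell list had 0 higher and 1 lower member, the Th17 list 2 and 0, the IL-27 and IL-10 list 3 and 2, the coinhibitory list 3 and 1, the naive list 4 and 5, and the chemokine receptor list 3 and 4. Nfil3 and Ccr7 had adjusted p = 0.132 and 0.126 without WT replicate 1 and 0.168 and 0.0703 without WT replicate 2, over ranges of 0.00179 to 0.168 and 0.00108 to 0.126 in all settings, and their calls ended in 4 and 5 further settings that kept all libraries. Klf2 (0.00886; range 0.00108 to 0.250) and Lag3 (0.00390; range 0.000809 to 0.198) passed without Apoe-/- replicate 2, and Lrrc32 (0.0418; range 0.00435 to 0.243) without Apoe-/- replicate 1. Tmem176b passed without either Apoe-/- replicate (0.0116 and 0.0460), among 9 of 16 settings (range 0.00437 to 0.178).

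Neither interferon response passed as a list. The type I list had 0 of 27 members passing (median 0.10, camera adjusted p = 0.110), with Isg15 at 42.9 and 29.6 FPKM (adjusted p = 0.0887) and Oasl2 at 4.88 and 8.41 FPKM (adjusted p = 0.0887). The interferon gamma list had 0 of 21 (median 0.08, camera adjusted p = 0.939). Irf1 was at 174 and 131 FPKM (adjusted p = 0.0916) and Cd274, which encodes PD-L1, at 45.2 and 26.9 FPKM (adjusted p = 0.0550). Adjusted over the list alone, 1 type I gene was higher and 1 lower, and 2 interferon gamma genes were lower. Cd274 passed in 6 of 16 settings, among them all 3 rescalings of the libraries (adjusted p = 0.0386 to 0.0427), without small RNA genes (0.0432) and without Apoe-/- replicate 2 (0.0118; range over all settings 0.00175 to 0.218). Oasl2 passed without Apoe-/- replicate 2 (0.0187; range 0.00862 to 0.305).

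Immediate early activation genes were shifted down (median -0.28, camera adjusted p = 0.00462, medians of -0.28 and -0.29 within numbers 1 and 2). The list had adjusted p = 0.539 with an estimated correlation, and B cell markers had a median of -0.71 in the same libraries. Of 17 immediate early genes, all 3 NR4A receptors fell: Nr4a3 (above, 98.1 to 11.9 FPKM), Nr4a2 from 43.6 ± 1.81 to 17.4 ± 0.964 FPKM (log2 difference -1.28 ± 0.11 SE, adjusted p = 0.0142, -1.27 and -1.29 within numbers 1 and 2) and Nr4a1 from 222 ± 30.5 to 109 ± 18 FPKM (-1.01 ± 0.16, adjusted p = 0.0496, -0.99 and -1.04 within numbers 1 and 2). Irf4 was at 29.6 and 18.9 FPKM (adjusted p = 0.0594) and passed with libraries rescaled to one FPKM total (0.0473; range over all settings 0.00393 to 0.292). Of the classic AP-1 genes, Fos was at 707 and 915 FPKM (adjusted p = 0.101) and Jun at 306 and 373 FPKM (adjusted p = 0.190), and Egr1 was at 134 and 160 FPKM (adjusted p = 0.281). These 3 were chosen after their values were seen. Adjusted over the list alone 2 members were higher and 7 lower. In the NF-kB and Toll-like receptor list, Rel fell from 92.5 ± 7.97 to 35.7 ± 7.22 FPKM (adjusted p = 0.0294) and Il1b, a cytokine of myeloid cells, rose from 3.05 ± 0.386 to 7.60 ± 0.385 FPKM (adjusted p = 0.0303). Of its 16 members 1 rose and 6 fell adjusted over the list alone. Its median was -0.15 (camera adjusted p = 0.0107, medians of -0.16 and -0.13 within numbers 1 and 2) and adjusted p = 0.289 with an estimated correlation. With 1 library left out the median of the NF-kB list ranged from -0.25 to -0.083. The call ended for the immediate early list by fry (adjusted p = 0.0717), without its called members (adjusted p = 0.276), without WT replicate 1 (adjusted p = 0.0697) or Apoe-/- replicate 2 (0.0579) and for the NF-kB list by fry (0.0650) and without the same libraries (0.140 and 0.168), over ranges of 5.02e-06 to 0.539 and 0.00352 to 0.289 in all settings. The Nr4a1 call ended without WT replicate 1 (0.0896) and in 7 of the 12 settings that kept all libraries, from 0.0510 with robust eBayes to 0.102 with no FPKM filter (range 0.000545 to 0.102). Il1b had 0.0804 without WT replicate 2 (range 0.00183 to 0.0832) and Rel 0.0726 with no FPKM filter (range 3.25e-05 to 0.0726).

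Heat shock and proliferation genes were shifted down (medians -0.48 and -0.22, camera adjusted p = 2.67e-07 and 1.51e-06). With an estimated correlation these lists had adjusted p = 0.241 and 0.403, and by fry the proliferation list had adjusted p = 0.122 (range over all settings 4.60e-07 to 0.403). Medians within numbers 1 and 2 were -0.50 and -0.44 for heat shock and -0.23 and -0.23 for proliferation. Hsph1, a chaperone of the HSP110 family at 149616843 to 149636498 on chromosome 5, fell from 143 ± 11.6 to 35.3 ± 2.86 FPKM, 4.04-fold (log2 difference -1.98 ± 0.11 SE, adjusted p = 0.00802, -1.98 and -1.99 within numbers 1 and 2). It was the 1 of 10 heat shock genes to pass over all genes, against 9 adjusted over the list alone. The mitochondrial chaperone Hspd1 was at 129 and 71.7 FPKM (adjusted p = 0.0755), Hspa5 at 709 and 504 FPKM (adjusted p = 0.0949) and Hspa8 at 1525 and 1150 FPKM (adjusted p = 0.102). Without Apoe-/- replicate 2 these 3 genes, Hspd1, Hspa5 and Hspa8, passed (0.00296, 0.0242 and 0.0371), as did Hspd1 without Apoe-/- replicate 1 (0.0442) or with libraries centred on their median (0.0472), over ranges of 0.000809 to 0.208, 0.00122 to 0.403 and 0.00179 to 0.467. All 10 differences were negative. None of 26 proliferation genes passed, over all genes or adjusted over the list alone, although all 26 differences were negative. Among them Aurka was at 8.66 and 5.22 FPKM (adjusted p = 0.0847) and Mcm5 at 31.2 and 22.4 FPKM (adjusted p = 0.0924). B cell markers, described with the other cell types, had a median of -0.71 in these libraries.

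Ribosomal protein genes were shifted up as a list, with no member passing over all genes or adjusted over the list alone. The median over 82 members was 0.21 (camera adjusted p = 4.63e-13, medians of 0.20 and 0.23 within numbers 1 and 2) and adjusted p = 0.193 with an estimated correlation. Macrophage and dendritic cell markers had medians of 0.27 and 0.43 in the same libraries, and B cell markers -0.71. Rps16 was at 2266 and 2917 FPKM (adjusted p = 0.0678). Their share of all FPKM was 20.4% and 19.9% in the WT and 23.1% and 22.2% in the Apoe-/- libraries. The list's call ended with quantile normalization (adjusted p = 0.0591, median 0.05; range over all settings 5.42e-19 to 0.193).

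Markers of other cell types differed between the genotypes. All 15 tested B cell markers were lower in value in Apoe-/- libraries, 5 passed over all genes and 14 adjusted over the list alone. Fcer2a, which encodes CD23, fell from 16.6 ± 0.310 to 6.48 ± 0.0644 FPKM (log2 difference -1.24 ± 0.11 SE, adjusted p = 0.0148, -1.25 and -1.23 within numbers 1 and 2), Blnk from 15.7 ± 0.710 to 7.90 ± 0.117 FPKM and Cd22 from 46.8 ± 0.407 to 26.9 ± 1.29 FPKM. Among the 5 was also Cr2, which encodes the complement receptor CD21 (10.7 to 3.79 FPKM), named after its values were seen. The B cell list had a median of -0.71 (camera adjusted p = 2.53e-13; -0.68 within replicate number 1 and -0.73 within number 2) and adjusted p = 0.193 with an estimated correlation. Of 11 neutrophil markers, 7 lay below a mean FPKM of 1 and were not tested, with Camp and Elane listed at 0 in every library. The 4 tested ones rose (S100a8, S100a9, Retnlg and Csf3r, the last from 1.31 ± 0.109 to 3.46 ± 0.309 FPKM), with a median of 2.27. Retnlg reached the filter only through the Apoe-/- libraries, and 4 members are too few for the list test. Of 10 dendritic cell markers, Itgax, which encodes CD11c, rose from 3.67 ± 0.246 to 9.14 ± 0.0203 FPKM (adjusted p = 0.0198), 5 passed adjusted over the list alone, and the list had a median of 0.43 (camera adjusted p = 0.000769, medians of 0.36 and 0.56 within numbers 1 and 2, adjusted p = 0.338 with an estimated correlation). With a mean FPKM of 5 or more the dendritic cell list had a median of 0.16 and adjusted p = 0.160 by camera. Its median ranged from 0.16 to 0.64 over all settings. Of 16 macrophage and monocyte markers, Tyrobp rose from 51.0 ± 2.70 to 79.4 ± 1.05 FPKM (adjusted p = 0.0494), 6 passed adjusted over the list alone, and the median was 0.27 (camera adjusted p = 0.00200, medians of 0.31 and 0.29 within numbers 1 and 2, adjusted p = 0.254 with an estimated correlation). Lyz2 was at 30.8 and 45.8 FPKM (adjusted p = 0.0836). In the plasma cell list, Igj, the J chain of secreted IgM and IgA, rose from 10.2 ± 1.98 to 27.2 ± 1.11 FPKM (adjusted p = 0.0246) while Xbp1 was at 56.7 and 40.4 FPKM (adjusted p = 0.102). Adjusted over the list alone 1 member was higher and 2 lower, its median was -0.13 (0.13 within replicate number 1 and -0.38 within number 2), its mean 0.10 and its test pointed down (camera adjusted p = 0.823). None of 4 erythroid or 2 stromal and endothelial markers passed over all genes, against 1 higher and 2 lower erythroid markers adjusted over the list alone and 0 stromal ones. Hba-a1 was at 13.0 ± 1.65 and 5.35 ± 3.87 FPKM (adjusted p = 0.188), and passed without Apoe-/- replicate 1 (-1.95, adjusted p = 8.48e-06; range over all settings 8.48e-06 to 0.312). Hbb-bs was at 20.8 FPKM in Apoe-/- replicate 1 and 0.0168 FPKM in replicate 2, against 0.00431 and 0.00331 FPKM in WT, and passed without Apoe-/- replicate 2 (4.44, adjusted p = 5.39e-11; range 5.39e-11 to 0.986). Of 6 platelet markers, 0 reached a mean FPKM of 1.

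The calls for Blnk and Cd22 ended with no FPKM filter (adjusted p = 0.0715 and 0.0641) and without WT replicate 1 (adjusted p = 0.0785 and 0.118) or WT replicate 2 (0.118 and 0.123), over ranges of 0.00211 to 0.118 and 0.00149 to 0.123 in all settings. Csf3r had 0.0709 and 0.121 without these libraries (range 0.00417 to 0.121), Itgax 0.0571 without WT replicate 2 (range 0.00173 to 0.0672), Igj 0.0672 with no FPKM filter (range 0.000512 to 0.0672), and Tyrobp 0.132, 0.239 and 0.0577 without WT replicate 1, WT replicate 2 and Apoe-/- replicate 1 (range 0.00254 to 0.239). Without Apoe-/- replicate 2 Tyrobp lay just above the threshold, at 0.05 after rounding, and its call also ended in 7 of the 12 settings that kept all libraries (0.0502 to 0.0811).

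**Figure D3:**
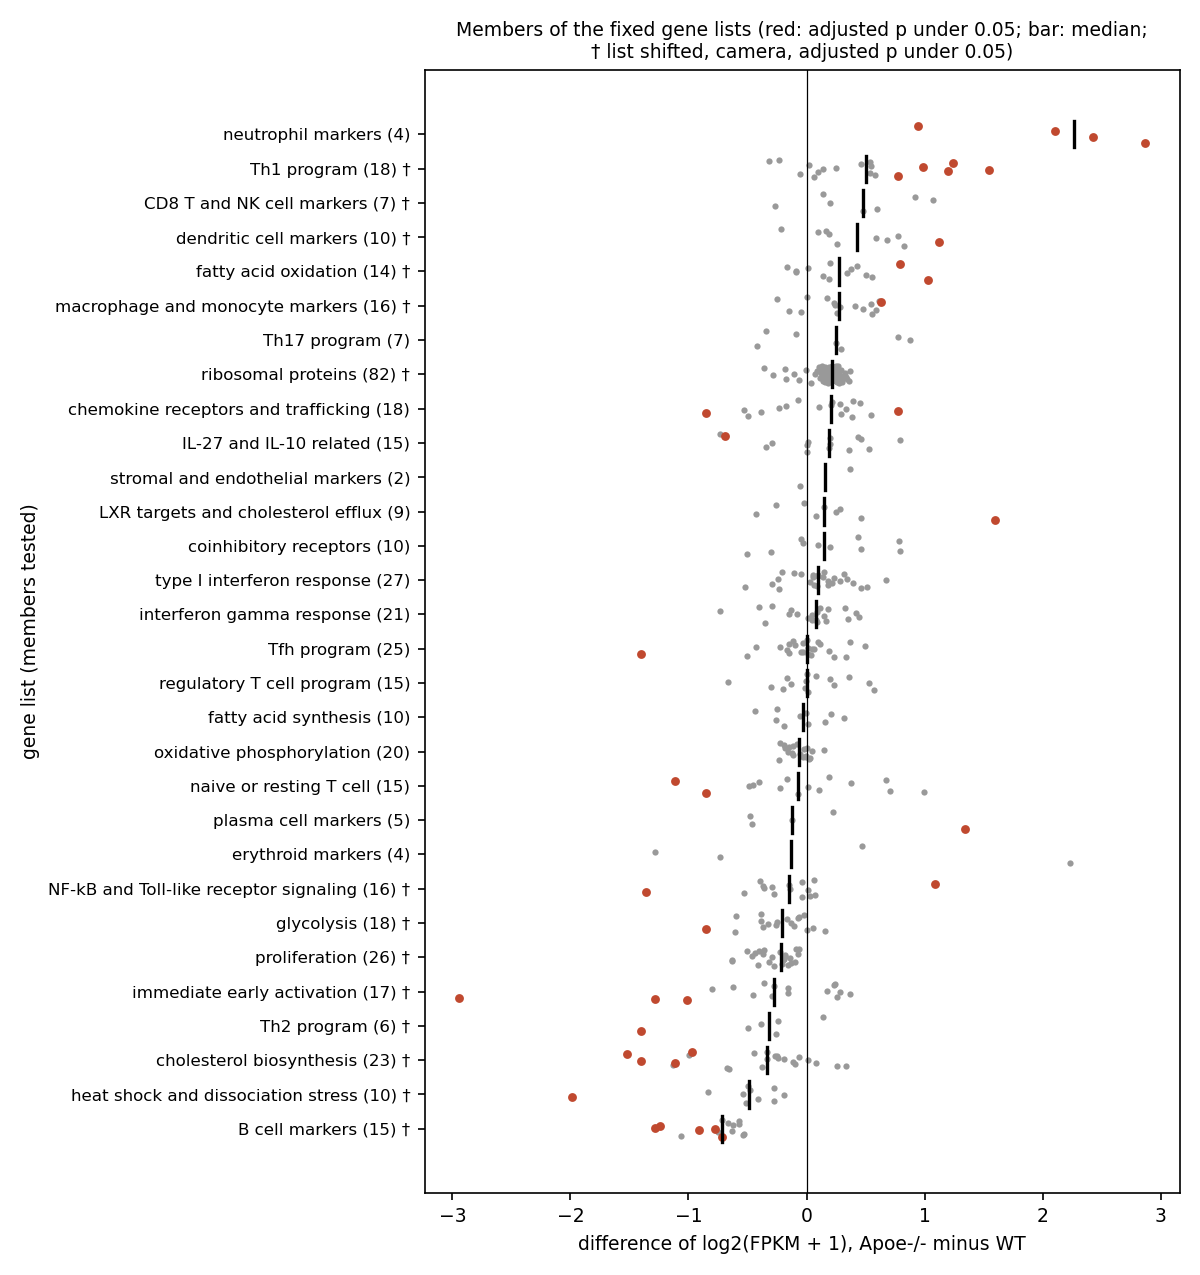
Differences of log2(FPKM + 1), Apoe-/- minus WT, of the tested members of each fixed gene list, with the number of members in parentheses; red points have an adjusted p under 0.05, bars are medians and a dagger marks lists shifted by camera. The B cell list has the lowest median, -0.71, and the Th1 list, at 0.50, the highest median of the lists tested with camera; the neutrophil list, with 4 members, stands above it at 2.27.

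By camera 6 of the 27 tested lists were shifted up and 8 down. With an estimated correlation none passed, the smallest adjusted p being 0.193. With 2 residual degrees of freedom that version can hardly pass any list, so it does not decide whether co-expression accounts for the shifts. The other test, fry, which does not compare a list with other genes, called 13. Fry did not call the immediate early, NF-kB, proliferation and NK and CD8 T cell lists, and it called the Th17, naive T cell and LXR lists, which camera did not. Among the genes called higher were 4 small RNA genes. Mir142b and Mir703 were listed at 0 in both WT libraries and at 174 and 69.5 FPKM and 95.4 and 101 FPKM in the Apoe-/- libraries. These were named after their values were seen, as were Mir8119 and Scarna6. FPKM of very short genes is unstable, and the FPKM of near-identical genes, such as the globin genes, the Ifitm family and ribosomal proteins with processed pseudogenes, is uncertain because the handling of shared reads is not given in the sources used here.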

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

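Leaving out small RNA genes, genes near Apoe or called list members was chosen after seeing the data. The difference of Apoe stayed past the threshold in every setting run. Counts of genes higher and lower moved by over 1.5 times in these cases: 35 and 41 with no FPKM filter, where many more genes near 0 are tested, and 51 higher at a mean FPKM of 5 or more, where fewer genes are tested. Leaving out 1 library gave 54 to 317 higher and 61 to 301 lower. With the replicate number as a block, 1908 genes were higher and 1776 lower, Cxcr5, Bcl6 and Slamf6 among the former and Pdcd1 among the latter, while Icos and Il21 did not pass. Of the named genes that did not pass in the main test, 75 passed with this block, Ifng, Lag3, Klf2, Il10 and Hspd1 among them. The labels do not pair the libraries, and the replicate 1 minus replicate 2 differences of the genotypes correlated over genes with Pearson 0.214 and Spearman 0.667. Without small RNA genes the counts were 127 and 122, and without genes within 10 Mb of Apoe they were 86 and 85. With an estimated correlation 0 lists were higher and 0 lower, against 6 and 8. Of the named genes that passed, 24 did not pass with no FPKM filter and at most 6 in any other setting that keeps all 4 libraries; 12 and 14 did not without WT replicate 1 or 2, and 1 without either Apoe-/- replicate. No named gene or list that passed reversed.

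Reversals were of differences near 0 that did not pass, and their cause was not tested. For lists, the direction is that of the test, which can turn while the median keeps its sign. With libraries rescaled to one FPKM total they were Icos (-0.00771), Il21 (-0.0351), Il27ra (-0.0429), Tlr4 (-0.000749) and Foxp3 (-0.0299); with quantile normalization it was Tlr4 (-0.0416). The test of the Tfh list turned up with quantile normalization (median 0.00162) and without called members (median 0.00908), with the median above 0 as before. Its median, in turn, was below 0 with one FPKM total (-0.0416) and without WT replicate 1 or Apoe-/- replicate 2 (-0.0774 in the latter), while its test still pointed down. Without called members the naive T cell list turned, to a median of 0.0149. By fry the interferon gamma list (median 0.0770) and the plasma cell list (-0.13) pointed the other way. With 1 library left out the ranges were -0.00336 to 0.118 for Cd3e, -0.120 to 0.153 for Foxp3, -0.160 to 0.240 for Icos, -0.142 to 0.166 for Il21, -0.0600 to 0.0690 for Il27ra, -0.0218 to 0.151 for Tbx21 and -0.0427 to 0.101 for Tlr4. For list medians they were -0.0220 to 0.111 (interferon gamma), -0.314 to 0.0599 (plasma cells) and -0.0421 to 0.116 (regulatory T cells). Depth is unknown, so the sampling error of low FPKM values cannot be given.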

Other observations

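The tests of genes near Apoe and those of the T cell share and of the B cell make-up, given last, were chosen only after the result was seen. The genes described first were chosen after their values were seen, and their p-values are limma's after Benjamini-Hochberg adjustment over all tested genes. Slc38a2, an amino acid transporter gene, fell from 187 to 90.5 FPKM (adjusted p = 0.0187), Slc7a5 from 16.8 to 9.86 FPKM (adjusted p = 0.0494) and the monocarboxylate transporter gene Slc16a1 from 20.8 to 7.07 FPKM (adjusted p = 0.0399). Got1, an aspartate aminotransferase, fell from 39.7 to 15.2 FPKM (adjusted p = 0.0142). Cxcl10, a ligand of the receptor Cxcr3, fell from 129 to 45.6 FPKM (adjusted p = 0.00802), opposite to Cxcr3. Cd83, an activation marker of B cells, T cells and dendritic cells, fell from 135 to 51.8 FPKM (adjusted p = 0.0109). The cochaperone Dnaja1 fell from 132 to 53.8 FPKM (adjusted p = 0.0341) and Calr, a chaperone of the endoplasmic reticulum, from 325 to 209 FPKM (adjusted p = 0.0373). The cold-inducible RNA-binding proteins Cirbp and Rbm3 moved the other way, from 85.2 to 178 FPKM (adjusted p = 0.0148) and from 299 to 498 FPKM (adjusted p = 0.0460).

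Pltp, which encodes the phospholipid transfer protein, rose from 5.56 to 14.6 FPKM (adjusted p = 0.0198) and Pla2g7, the lipoprotein-associated phospholipase, from 4.66 to 13.9 FPKM (adjusted p = 0.0135). Gzmk, a granzyme of effector T cells, rose from 23.5 to 42.9 FPKM (adjusted p = 0.0373), S100a4 from 207 to 429 FPKM (adjusted p = 0.0109) and the transcriptional repressor Zbtb32 from 7.83 to 25.5 FPKM (adjusted p = 0.0202). Il10ra, a subunit of the interleukin-10 receptor, rose from 23.5 to 40.4 FPKM (adjusted p = 0.0429). Ifitm2 (11.3 to 25.7 FPKM, adjusted p = 0.0349) and Ifitm3 (14.9 to 38.5 FPKM, adjusted p = 0.0331) rose, as did Ifitm1 and Ifitm6.

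Called genes were dense around Apoe on chromosome 7, Apoe itself left out: 14 of 179 tested genes within 10 Mb were called, against 189 of 10963 elsewhere (odds ratio 4.84, two-sided Fisher's exact test, p = 4.78e-06), of which the band 10 to 20 Mb away had 7 of 125 (5.6%). Reads lost at variant bases would lower genes, which the 11 called higher argue against for those genes (1.53 expected, one-sided exact binomial test, p = 5.45e-07), whereas for the 3 called lower, Slc1a5, Bcam and Ccdc61, such loss cannot be told apart from a real fall (1.55 expected, same test, p = 0.204). Transcription running on from the targeted allele would stay close to it. The 8 of 143 genes called 1 to 10 Mb away argue against it for these (Fisher's exact test, p = 0.00393). At 0.1 to 1 Mb, where 3 of 29 genes were called (10.3%), it was not tested separately for Igsf23, Ceacam16 and Ccdc61. Within 0.1 Mb, where 3 of 7 were called (42.9%), it stays open for Apoc1 and Apoc4. These were the 2 of 7 called higher, against 9 of 172 at 0.1 to 10 Mb (Fisher's exact test, p = 0.0610). A candidate explanation is a chromosome segment from the strain in which the allele was made, carried along through breeding; the labels give C57BL/6 for all libraries and no genotypes were analysed here. An effect of the lost apolipoprotein on these genes is untested and stays open, and it matters for Igsf23, Irgc1, Fbxo17, Apoc1 and Slc1a5. The B cell marker Cd22 and the macrophage marker Tyrobp start at 30865404 and 30413782 on chromosome 7, in the band 10 to 20 Mb away. The ribosomal gene Rps16, at 28350689, lies within 10 Mb. Such a segment may therefore also bear on these 3 genes, which was not tested.

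All 15 tested B cell markers were lower in value, 5 of them past the threshold, while 13 of 16 macrophage and 9 of 10 dendritic cell markers were higher in value, 1 of each past it; with an estimated correlation these lists had adjusted p = 0.193, 0.254 and 0.338. A lower share of T cells would raise both, yet the B cell list had a median of -0.71 ± 0.08 (SE over 15 members). The dendritic cell list had 0.43 ± 0.16 (10 members, of which H2-Aa, H2-Ab1, H2-Eb1 and Cd74 are also made by B cells), and 0.16 with a mean FPKM of 5 or more. A smaller carry-over of B cells of unchanged make-up cannot be told apart from a change within them: the log2 ratios, here with a pseudocount of 0.01, ran from -1.50 to -0.54 (Cochran's Q 56.6 over 15 markers), with the most abundant marker, Cd79a, at 93.5 and 64.3 FPKM, but ratios can also be unequal where other cells make part of a marker's RNA, and their errors rest on 2 libraries per group. A larger carry-over of myeloid cells cannot be told apart from a change within them. Of 12 further myeloid genes chosen for this test, 10 were used. Their median was 0.10 ± 0.13 (SE over genes), between the bounds set before the test. Of the 10, 7 were positive and Lilrb4 alone passed the threshold (0.80, adjusted p = 0.0442). The most abundant of them, Ctss, Plac8 and Cybb, were at 167 and 175, 61.3 and 61.1, and 49.6 and 46.8 FPKM. Of the abundant macrophage and monocyte markers, Tyrobp was at 51.0 and 79.4 FPKM and Lyz2 at 30.8 and 45.8 FPKM. Cd68, chosen after its values were seen, was at 26.1 and 25.1 FPKM. The sort is not given in the sources used here, and a difference between the genotypes in the make-up of the B and myeloid cells carried along may equally underlie these values and was not tested.

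NR4A and heat shock genes fell or were lower in value, while Fos, Jun and Egr1 were higher in value (0.37, 0.29 and 0.26 on the log2 scale, not past the threshold). Scaling between libraries argues little here, as the difference of Hsph1 closest to 0 under the 3 rescalings was -1.95. Milder handling of the Apoe-/- cells cannot be told apart from a genotype effect: 12 further genes that cell isolation induces had a median of -0.11 ± 0.21 (SE over genes), with Klf4 and Gadd45b falling and Rhob rising. Collection at another time of day is also open, since the median absolute difference of 13 clock genes, 0.19, lay at percentile 60.3 of 10000 lists matched on expression, between the bounds set before the test, and 0 of the 13 passed. A lower recent activation of Tfh cells in Apoe-/- mice may be a biological source of the lower NR4A values, and it was not tested apart from these.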
